A study of Mus musculus and Homo sapiens with 4 samples.

How the data were processed

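Single-cell RNA libraries were made from the tympanic membrane, the thin sheet between ear canal and middle ear, of mouse and human. Per the labels, 38 membranes of wild-type FVB/NJ mice were pooled and treated with dispase so that the epidermis could be lifted off the tissue beneath it. The mouse epidermis was then dispersed with trypLE, and the remaining fibrous and mucosal tissue with collagenase P and DNase, per the labels' protocols. The human libraries came from 1 membrane that was parted by hand into a lateral and a medial portion. The lateral portion received collagenase P and DNase, and the medial portion dispase before collagenase and DNase, per the labels' protocols. Layer and enzyme treatment therefore changed together in both species. Cells were captured on the Chromium Controller, per the labels' protocols.

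The deposited matrices hold whole-number counts of unique molecular identifiers (UMIs) per gene and cell, not normalised. This unit was taken from the values, and the labels do not state the aligner, genome build, annotation, cell calling, use of strand or handling of reads that match several genes. No coordinates were therefore used, and genes are given by the symbol and Ensembl identifier that the deposited gene lists pair. The mouse matrices have 27998 gene rows and the human matrices 32738. Rows that share a symbol (121 in mouse, 186 in human) were summed, which left 27933 and 32643 symbols. The barcode list deposited with the human medial matrix has 1157 lines and is the same as that of the lateral library, while the medial matrix has 2708 columns. Barcodes were not used, the columns of each matrix were taken in their deposited order, and 0 cells were identical between both human matrices.

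The groups were mouse epidermis, mouse fibrous/mucosal, human lateral and human medial, with 1 library in each. There were no replicates, so no test was made and no p-value, standard error or number of changed genes is given. Sums of UMIs have exact Poisson 95% intervals and shares have exact binomial (Clopper-Pearson) 95% intervals, and these intervals cover counting error only. In a single test of the closing section, whole cells were also drawn again 10000 times for an interval that covers the spread between cells. Where a count was 0, the limit is that of 3 counts of the total, and an "at least" fold divides the other library's observed CPM by that limit, without the counting error of the observed value. A ratio's bounds divide the lower bound of one value by the upper bound of the other. CPM below means UMIs per 1000000 UMIs of the summed cells.

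Cells with fewer than 200 detected genes (0, 12, 31 and 0 cells in the order of the groups above) or more than 20% mitochondrial UMIs (0, 5, 17 and 3 cells) were left out. Scrublet, in scanpy 1.11.5, scored doublets in each library at an expected rate of 0.8% per 1000 cells, and its calls (10, 4, 15 and 14 cells) were removed. In the human medial library the calls were 0.517% of cells against an expected 2.17%, so doublets can remain there. Each library was clustered on its own from log-normalised counts scaled to 10000 UMIs per cell, with 2000 variable genes, 20 principal components, 15 neighbours and Leiden resolution 1.0 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, seed 1). This gave 16, 11, 13 and 22 clusters. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

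The cell filters, doublet caller, clustering settings, marker lists of 18 cell classes, gene lists, comparisons, the rule for named genes and all alternatives but a single added one were chosen before the data were examined. The scoring of clusters was settled after the clusters had been seen. A cluster took the class with the highest mean log2 fold of its markers over the 25th percentile of each gene across all clusters of that species, with 20 CPM added to both. It stayed unnamed if fewer than 3 markers of the class were raised 2-fold, if its 10 leading genes held more markers of another class, if its median UMI count was under 1/3 of the library's and no marker led it, or if its leading genes overlapped more with a cluster of another class than with its own. Only clusters with at least 20% globin UMIs (median cell) could be called erythrocyte-like, a threshold also set after the data were seen. Names are written as "X-like". They are rebuilt names, since no cell annotation was used.

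Keratinocyte differentiation was read from fixed basal, suprabasal and activated gene lists. A cell was counted as cycling if at least 2 of 16 cycling genes were detected after its UMIs had been thinned at random to 1000, and unthinned shares are given beside. Layers were compared within keratinocyte-like and fibroblast-like cells where both libraries of a species had at least 20 of them. Named genes had at least 50 UMIs over both libraries, Poisson intervals of CPM that did not overlap, and a CPM in the higher library at least that of all other cells there. Counts under 3 were set to 3 for ranking, and the 5 largest log2 ratios each way were named. Not every gene that met this rule in fibroblast-like cells is used here, and no others were named instead. Mitochondrial, ribosomal protein, antigen receptor, histocompatibility, sex-chromosome marker and class marker genes were left out of that naming. Collagen makeup is each gene's share of the UMIs of 20 collagen genes. Levels of 16 growth factor signalling genes and of 18 dissociation stress genes were taken in classes with at least 20 cells. The species were compared by the log2(CPM + 10) of keratinocyte-like minus fibroblast-like cells, both libraries of a species summed, for genes with the same symbol in capitals and at least 50 CPM in a profile, without the class markers.

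The layer comparison was tested on simulated counts with 200 genes changed 4-fold. It separated 196 of the 200 for human keratinocyte-like cells, 197 for human fibroblast-like cells and 173 for mouse fibroblast-like cells. Of the 5843, 9665 and 4478 unchanged genes with at least 50 simulated UMIs it separated 0.462%, 1.22% and 1.05%. The counts were drawn with Poisson error alone, which is the model of the intervals. These rates therefore cover counting error only, without any spread between cells or preparations, and are not error rates of the real comparisons. Naming was tested on cells drawn from the classes' own summed profiles, and the right class was given to 98.0% of cells in the mouse epidermis library and to 100% in the other libraries. The same rule had named those classes, so this test shows only that the rule recovers its own classes. It cannot show that the names are right. In the human medial library it covered 2529 of the 2691 kept cells, without the 162 unnamed ones. In the thinning test, one profile simulated at 3000 and at 30000 UMIs per cell gave cycling shares of 5.50% and 5.00% after thinning, against 33.3% and 100% before. Equal shares after thinning were fixed in advance, so this shows only that the thinning works as written. All simulated cells had the mean keratinocyte-like profile of mouse epidermis, so a share near 5% can arise without distinct cycling cells.

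Alternatives changed a single choice each: the minimum number of genes, the mitochondrial limit, keeping doublet calls, clustering resolution, clustering both libraries of a species together, a class for each cell from its own markers, the thinning depth, the number of cycling genes, the genes that enter CPM, the mean over scaled cells, trimmed-mean (TMM) factors, subtraction of free RNA, and the settings of the species contrast. An alternative that counts unnamed clusters with fibroblast markers as fibroblast-like was added after the data had been seen. Cells with fewer than 200 genes were left out of the comparisons and are described in the closing section.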

Results

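The data are UMI counts of single cells from tympanic membrane, in 4 libraries of 1 per group. The mouse epidermis library had 918 cells and 13613120 UMIs, the mouse fibrous/mucosal library 401 cells and 4657672 UMIs, the human lateral library 1157 cells and 7632208 UMIs, and the human medial library 2708 cells and 24151818 UMIs. Median UMIs per cell were 10736.5, 6157, 5613 and 6226 in that order, and median detected genes were 2864, 2227, 1788 and 1949.5. The lowest UMI count of a cell was 3764, 1683, 1742 and 4256. Shallower cells are therefore absent from some libraries, and class shares also depend on this limit. After filtering, 908, 380, 1094 and 2691 cells remained.

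The series set out to describe the cell populations of the membrane, so the share of each class in each layer was measured. In the mouse epidermis library, 826 of 908 cells were keratinocyte-like (91.0%, interval 88.9 to 92.8). A further 27 cells were fibroblast-like (2.97%), 22 mucosal epithelium-like (2.42%), 18 dendritic or Langerhans-like (1.98%) and 15 T or NK-like (1.65%). In the mouse fibrous/mucosal library, 191 of 380 cells were fibroblast-like (50.3%, interval 45.1 to 55.4) and 88 were mucosal epithelium-like (23.2%, interval 19 to 27.7). Schwann-like cells made up 9.74% there, T or NK-like cells 6.05%, blood endothelial-like cells 4.21%, erythrocyte-like cells 3.95% and macrophage or monocyte-like cells 2.63%. The blood endothelial-like cluster also had all 7 lymphatic markers raised, and a fibroblast-like cluster of 59 cells also had 6 of 7 osteoblast markers raised. Keratinocyte-like cells were 0 of 380, which allows a share of up to 0.789%.

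In the human lateral library, fibroblast-like cells were 569 of 1094 (52.0%, interval 49.0 to 55.0), T or NK-like cells 196 (17.9%, interval 15.7 to 20.3) and keratinocyte-like cells 183 (16.7%, interval 14.6 to 19.1). Blood endothelial-like cells were 4.39%, macrophage or monocyte-like cells 3.75%, mural-like and B or plasma-like cells 1.92% each, and erythrocyte-like cells 1.37%. The erythrocyte-like cluster, of 15 cells, also had 4 melanocyte markers raised. Mucosal epithelium-like cells were 0 of 1094, which allows up to 0.274%. In the human medial library, fibroblast-like cells were 1202 of 2691 (44.7%, interval 42.8 to 46.6), blood endothelial-like cells 456 (16.9%, interval 15.5 to 18.4), mucosal epithelium-like cells 290 (10.8%, interval 9.63 to 12) and keratinocyte-like cells 192 (7.13%, interval 6.19 to 8.17). Mural-like cells were 5.65%, chondrocyte-like cells 5.28%, macrophage or monocyte-like cells 1.82% and T or NK-like cells 1.71%. Unnamed clusters held 6.02% of medial cells and 0 cells of the other libraries. The unnamed cells comprised a cluster of 143 cells with fibroblast markers led by ACTA2 and TAGLN and a cluster of 19 cells with fibroblast and endothelial genes. The T or NK-like cells of the medial library carried fibroblast markers at 36.5% of the level in fibroblast-like cells, the chondrocyte-like cells at 91.5% of it with 9 fibroblast markers raised, and a medial fibroblast-like cluster of 38 cells also had 4 plasma cell markers raised. A class for each cell from its own markers moved the shares most, to 75.4% keratinocyte-like cells in the mouse epidermis library and 26.1% fibroblast-like cells in the human lateral library. The fibroblast-like share was higher in the human lateral than medial library in the main setting, but lower with that choice (26.1% against 31.7%), with doublet calls kept (28.0% against 47.4%) and at clustering resolution 2.0 (45.1% against 47.7%).

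**Figure D1:**
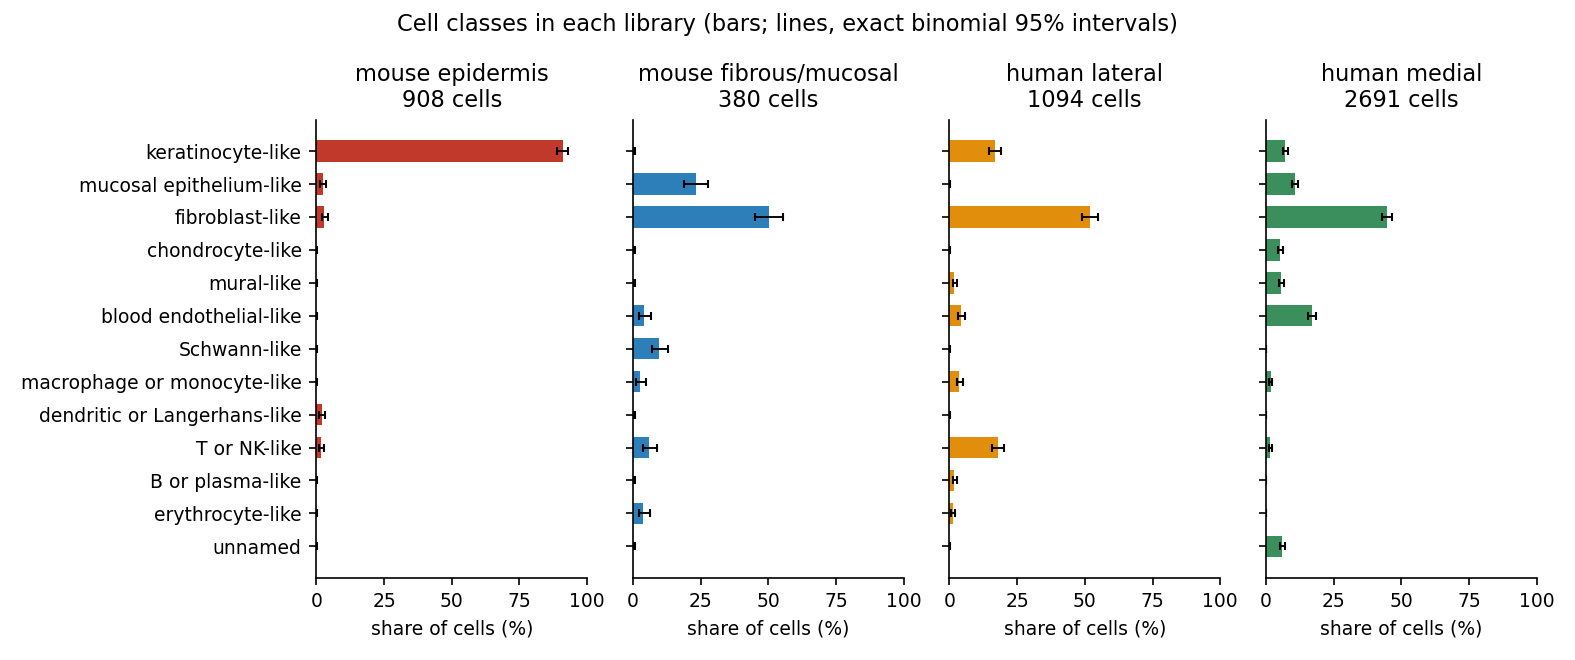
Share of cells (x axis, percent) in each class (y axis) for the 4 libraries, as bars with exact binomial 95% intervals as lines. Keratinocyte-like cells are 91.0% of the mouse epidermis library and 0 of the mouse fibrous/mucosal library, but 16.7% and 7.13% of the human lateral and medial libraries.

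How far keratinocytes of each layer were differentiated was asked next. In mouse epidermis keratinocyte-like cells, the basal list summed to 13651 CPM (interval 13586 to 13716) and the suprabasal list to 35165 CPM (interval 35060 to 35269). The basal list was at 27843 CPM in human lateral and 27053 CPM in human medial keratinocyte-like cells, a log2 ratio of lateral over medial of 0.042 (0.018 to 0.065). As the mean over cells scaled to the same depth, that ratio was -0.064, so its direction changed. The suprabasal list was at 5887 CPM in lateral and 12677 CPM in medial cells, a log2 ratio of -1.11 (-1.15 to -1.06). The activated list was at 8633 CPM in mouse epidermis, 4186 CPM in human lateral and 2753 CPM in human medial keratinocyte-like cells. As background, T or NK-like cells of the same libraries had 2524, 793 and 1188 CPM of the basal list and 3027, 273 and 604 CPM of the suprabasal list. A cluster led by suprabasal genes held 22 of the 183 lateral keratinocyte-like cells (12%) and 47 of the 192 medial ones (24.5%), although clusters were made on genes that include those lists.

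**Figure D2:**
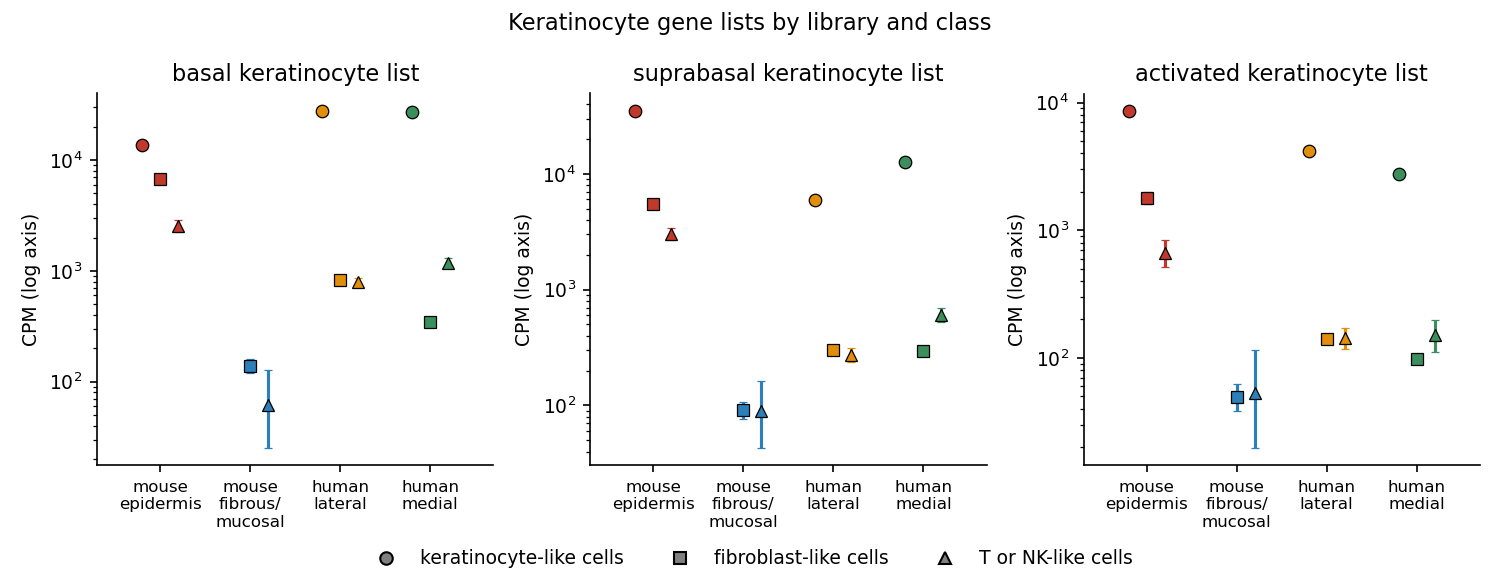
Sums of the basal, suprabasal and activated keratinocyte lists (y axis, CPM, log axis) by library (x axis), for keratinocyte-like cells (circles), fibroblast-like cells (squares) and T or NK-like cells (triangles), with exact Poisson 95% intervals as lines. The suprabasal list is at 35165 in mouse epidermis, 5887 in human lateral and 12677 in human medial keratinocyte-like cells.

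Proliferation was compared at equal depth. After thinning to 1000 UMIs, with 0 cells left out in every class and library named here, 45 of 826 mouse epidermis keratinocyte-like cells were cycling (5.45%, interval 4.0 to 7.22). Of these, 36 lay in a cluster of 42 cells. In human keratinocyte-like cells the share was 1 of 183 in the lateral library (0.546%, interval 0.0138 to 3.01) and 3 of 192 in the medial library (1.56%, interval 0.323 to 4.50). A difference between these human shares was not detectable at this depth. The 16 cycling genes summed to 89.6 CPM (interval 76.7 to 104) in lateral and 189 CPM (interval 171 to 208) in medial keratinocyte-like cells. In fibroblast-like cells the share was 0 of 27 and 0 of 191 in the mouse epidermis and fibrous/mucosal libraries and 0 of 569 and 0 of 1202 in the human lateral and medial libraries, which allows up to 11.1%, 1.57%, 0.527% and 0.250%. Without thinning, the keratinocyte-like shares were 25.5%, 4.37% and 8.33%, the largest shift among the alternatives, and the fibroblast-like shares 22.2%, 1.05%, 0.527% and 0.333%. Median UMIs were 10971.5, 9089 and 10463.5 in the keratinocyte-like cells and 6322, 6114, 6164 and 5662.5 in the fibroblast-like cells.

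Which genes differ between the layers within a class was asked in 3 comparisons. The mouse fibrous/mucosal library had 0 keratinocyte-like cells, so no such comparison was made there. In human keratinocyte-like cells, EGOT (ENSG00000235947) had 69 UMIs in the lateral and 0 in the medial library, at least 26.2-fold higher. The other lateral-high genes were PDGFC (ENSG00000145431) with a log2 ratio of 3.05 (1.92 to 4.30), VIT (ENSG00000205221) with 2.72 (1.74 to 3.78), NPPC (ENSG00000163273) with 2.42 (1.37 to 3.55) and GTF2H2C (ENSG00000183474) with 2.38 (0.97 to 3.95). Among medial-high genes, LY6D (ENSG00000167656) was at 11.3 CPM in lateral and 265 CPM in medial cells, a log2 ratio of -4.55 (-5.34 to -3.83). SOSTDC1 (ENSG00000171243) had 0 UMIs in lateral and 56 in medial cells, at least 16.4-fold higher in medial. SPON2 (ENSG00000159674) had 3 and 53 UMIs, with a log2 ratio of -3.95 (-6.62 to -1.99). RNASEK (ENSG00000219200) stood at -3.45 (-5.73 to -1.67), and the rows named 7SK, which merge 4 identifiers, at -2.88 (-4.25 to -1.68). RNASEK was at 22.6 CPM in medial keratinocyte-like cells, close to 21.5 CPM in all other medial cells. Its lateral and medial levels were 7.24 and 16.9 CPM in fibroblast-like cells and 12.6 and 32.5 CPM in blood endothelial-like cells. In T or NK-like cells they were 11.6 and 36.3 CPM. Mural-like and macrophage or monocyte-like cells had 2 and 0 lateral UMIs, too few to compare. A part of the RNASEK ratio may therefore be shared by other classes. The log2 ratio of EGOT was 2.34 in blood endothelial-like cells, from 7 lateral and 12 medial UMIs, and 0.36 in fibroblast-like cells. Mural-like and T or NK-like cells had 0 lateral UMIs of EGOT, too few to compare. A part of the EGOT ratio may therefore also be shared. EGOT can overlap other genes, and GTF2H2C and 7SK have near-identical copies, so their counts are uncertain. Subtraction of free RNA moved these ratios most, RNASEK to -5.29 and PDGFC to 4.32, and kept their directions.

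In human fibroblast-like cells, the lateral-high genes were ENTPD1 (ENSG00000138185), with a log2 ratio of 3.33 (2.46 to 4.25), ACTA2-AS1 (ENSG00000180139) with 3.32 (2.24 to 4.49), FIGF (ENSG00000165197) with 3.29 (2.38 to 4.27), PDE4C (ENSG00000105650) with 2.88 (2.05 to 3.75) and PCSK2 (ENSG00000125851) with 2.57 (1.70 to 3.48). Antisense ACTA2-AS1 is uncertain because use of strand is not stated. THY1 (ENSG00000154096) had 1 UMI in lateral and 481 in medial cells, a log2 ratio of -7.85 (-13.29 to -5.24). MEDAG (ENSG00000102802) had 0 and 244 UMIs, at least 39.1-fold higher in medial cells. STC2 (ENSG00000113739) had 2 and 193 UMIs and a ratio of -5.54 (-8.79 to -3.47), and CTHRC1 (ENSG00000164932) 2 and 105 UMIs and -4.66 (-7.98 to -2.51). In blood endothelial-like cells, CTHRC1 was at 9.43 CPM in lateral and 24.3 CPM in medial cells, above its 14.1 CPM in medial fibroblast-like cells. STC2 was at 3.14 and 7.26 CPM there, from 2 and 40 UMIs. PDE4C was at 5.66 CPM in lateral and 0 in medial keratinocyte-like cells. Its log2 ratio was 2.22 in blood endothelial-like cells, from 7 and 13 UMIs. T or NK-like cells had 1 PDE4C UMI in each library, too few to compare. ACTA2-AS1 was at 78.1 CPM in lateral and 12.4 CPM in medial mural-like cells, the former from 8 UMIs. A part of the CTHRC1, STC2, PDE4C and ACTA2-AS1 ratios may therefore not be specific to fibroblast-like cells. The TMM factor between both sums was 0.13 on the log2 scale. Keeping doublet calls moved PDE4C most, to 0.86 (-0.57 to 2.20).

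In mouse fibroblast-like cells, 27 from the epidermis library were set against 191 from the fibrous/mucosal library. Free RNA, estimated from the markers of other classes, was 28.5% of the UMIs in the former and 5.64% in the latter. Higher in the epidermis library were Ccl8 (ENSMUSG00000009185), with 354 against 3.60 CPM and a log2 ratio of 6.62 (5.04 to 8.58), Fam213a (ENSMUSG00000021792) with 3.86 (2.74 to 5.04), Ccl7 (ENSMUSG00000035373) with 2.24 (1.24 to 3.21), Agrn (ENSMUSG00000041936) with 2.08 (0.85 to 3.28) and Unc45a (ENSMUSG00000030533) with 1.83 (0.66 to 2.95). All other cells of the epidermis library had 182, 78.6 and 69.3 CPM of Fam213a, Agrn and Unc45a, close to the 199, 94.7 and 99.7 CPM of its fibroblast-like cells. Clustering both mouse libraries together moved these ratios most, Fam213a to 1.57 (-0.52 to 3.42) and Agrn to 0.28 (-2.10 to 2.19). Higher in the fibrous/mucosal library were Gpx3 (ENSMUSG00000018339) at -4.98 (-6.50 to -3.78) and Cdc42ep3 (ENSMUSG00000036533) with 3 and 353 UMIs at -4.09 (-6.52 to -2.39). Mmp13 (ENSMUSG00000050578) had 0 and 335 UMIs and Bglap3 (ENSMUSG00000074489) 0 and 327 UMIs, at least 16.1-fold and 15.8-fold higher in the fibrous/mucosal library. As the mean over scaled cells, with the same limit for 0 counts, the log2 ratios were -3.73 for Gpx3, -2.69 for Mmp13 and -3.25 for Bglap3, nearer to 0. The cluster with osteoblast markers held 94.7%, 90.7%, 98.8% and 99.4% of the fibroblast-like UMIs of Gpx3, Cdc42ep3, Mmp13 and Bglap3 in that library, with 38.9% of the UMIs of the class, so these ratios rest mostly on a single cluster. Bglap3 has near-identical copies, so its count is uncertain.

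**Figure D3:**
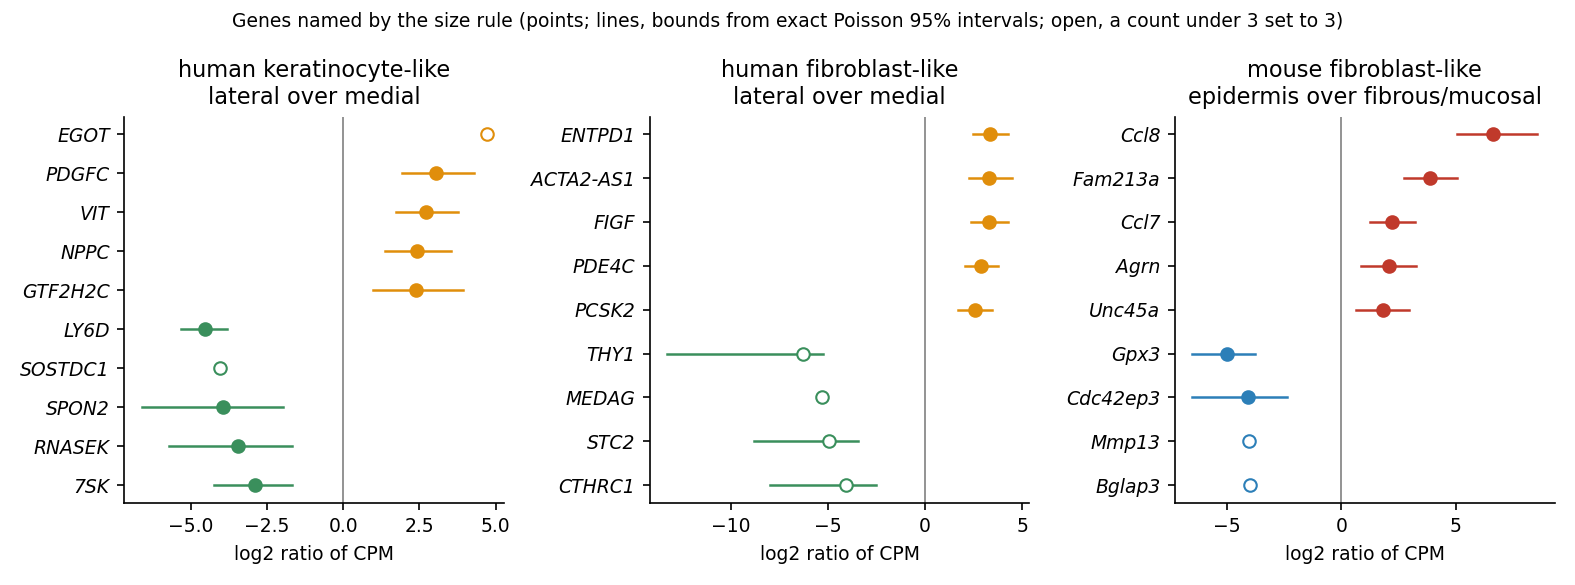
Log2 ratio of CPM between layers (x axis) for the genes named by the size rule (y axis) in human keratinocyte-like, human fibroblast-like and mouse fibroblast-like cells, with bounds from exact Poisson 95% intervals as lines. Open points have a count under 3, drawn as 3, so that THY1 lies at -6.27, and they have no line where the count is 0.

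The middle of the membrane is a layer of collagen fibres, so the collagen transcripts of fibroblast-like cells were compared. Col3a1 was 38.3% (interval 35.1 to 41.6) of 875 collagen UMIs in the mouse epidermis library and 31.5% (interval 30.4 to 32.6) of 6765 in the mouse fibrous/mucosal library. COL3A1 was 3.33% (interval 3.01 to 3.67) of 11839 collagen UMIs in the human lateral library and 7.60% (interval 7.32 to 7.89) of 33634 in the human medial library. COL1A2 took 20.7% and 22.6% in mouse and 28.0% and 27.7% in human, in the same order of libraries, and COL1A1 13.1%, 14.8%, 15.6% and 18.1%. COL6A2 took 3.66% and 4.07% in mouse and 19% and 18.5% in human, and COL6A1 6.29%, 6.31%, 12% and 11.1%. The species also differ in annotation and in how genes were counted, which was not examined. In the chondrocyte-like cells of the human medial library, COL11A1 was 13.2% (interval 11.4 to 15.3) and COL2A1 9.07% (interval 7.50 to 10.8) of 1202 collagen UMIs. Keeping doublet calls moved these shares most, with COL3A1 at 3.73% and COL1A2 at 26.9% in human lateral cells.

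**Figure D4:**
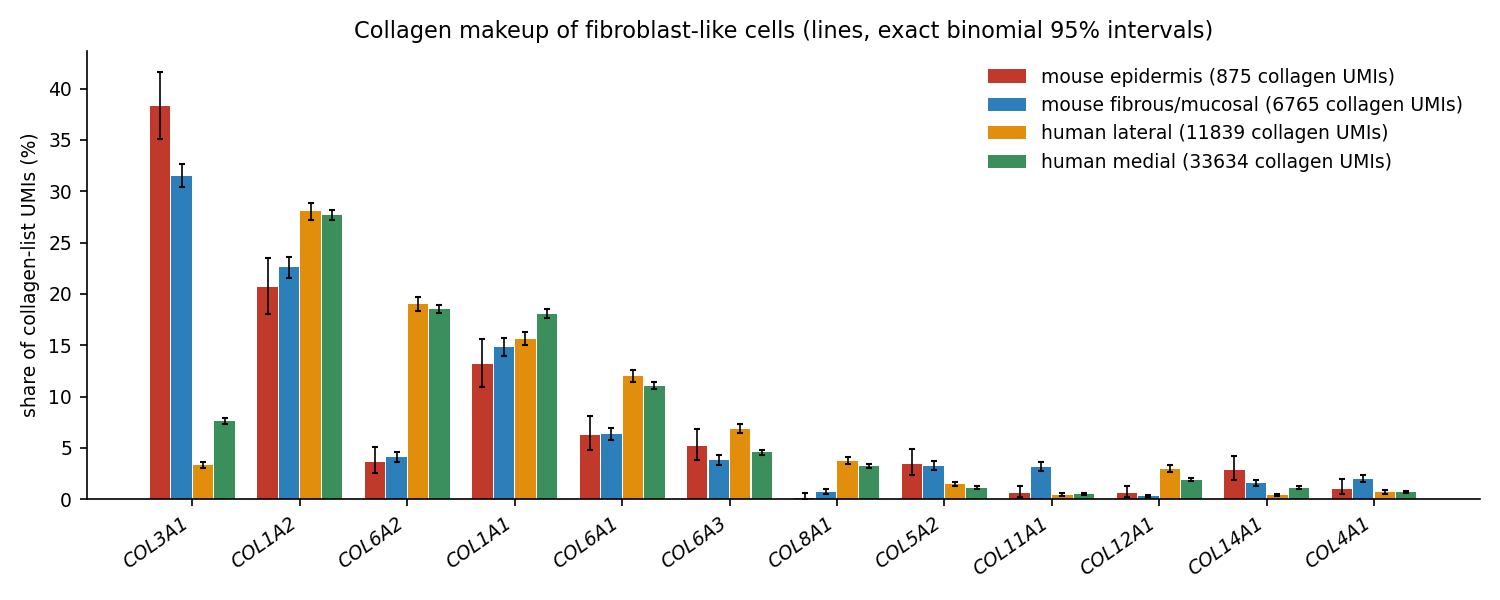
Share of the UMIs of 20 collagen genes (y axis, percent) taken by the most abundant collagens (x axis, human symbols) in fibroblast-like cells of the 4 libraries, as bars with exact binomial 95% intervals as lines. COL3A1 is at 38.3% and 31.5% in the mouse libraries and at 3.33% and 7.60% in the human libraries.

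Which classes transcribe growth factors and which their receptors was asked from 16 fixed genes. Pdgfra was at 254 CPM in mouse epidermis and 369 CPM in mouse fibrous/mucosal fibroblast-like cells, against 1.29 CPM in keratinocyte-like cells. Over both libraries of each species, the log2 ratio of PDGFRA in fibroblast-like over keratinocyte-like cells was 8.10 (7.28 to 9.03) in mouse and 4.37 (3.84 to 4.93) in human. Human PDGFRA was at 6.69 and 10.8 CPM in lateral and medial keratinocyte-like cells and at 4.72 and 5.08 CPM in blood endothelial-like cells. Free RNA may therefore hold down the human ratio, and the PDGFRA ratios of the species cannot be compared in size. The ratio of PDGFA in keratinocyte-like over fibroblast-like cells was 0.033 (-0.35 to 0.43) in mouse and 0.83 (-0.071 to 1.71) in human, so that no difference was detectable over both libraries, although the human ratio without mitochondrial and ribosomal genes was 1.09 (0.19 to 1.97). In the human lateral library PDGFA was at 9.26 CPM (interval 5.49 to 14.6) in keratinocyte-like and 2.23 CPM (interval 0.962 to 4.39) in fibroblast-like cells, and in the medial library at 8.13 CPM (interval 4.82 to 12.8) and 6.16 CPM (interval 4.51 to 8.22). As background, T or NK-like cells had 0 PDGFA UMIs in the lateral library (interval 0 to 4.77 CPM). In the medial library they were at 9.07 CPM (interval 1.87 to 26.5), from 3 UMIs. Of these keratinocyte-like and fibroblast-like levels, only the lateral keratinocyte-like one lay above that background. Free RNA as a source of the others stays open. PDGFA was higher in human mural-like cells (127 and 92.5 CPM in lateral and medial) and blood endothelial-like cells (25.2 and 22.0 CPM). In mouse, Pdgfa was at 118 and 150 CPM in mucosal epithelium-like cells of the epidermis and fibrous/mucosal libraries and at 139 CPM in Schwann-like cells, against 65.7 CPM in keratinocyte-like cells. Keeping doublet calls moved the mouse receptor ratio most, to 6.16. FGF7 was at 190 and 177 CPM in human lateral and medial fibroblast-like cells and at 732 (interval 576 to 918) and 217 CPM (interval 187 to 249) in mural-like cells. EGFR was at 89.6 and 83.5 CPM in human lateral and medial keratinocyte-like cells. EREG reached 2469 CPM (interval 2262 to 2690) in lateral and 430 CPM (interval 360 to 509) in medial macrophage or monocyte-like cells. AREG was at 804 and 532 CPM in those cells and at 267 CPM in lateral T or NK-like cells.

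**Figure D5:**
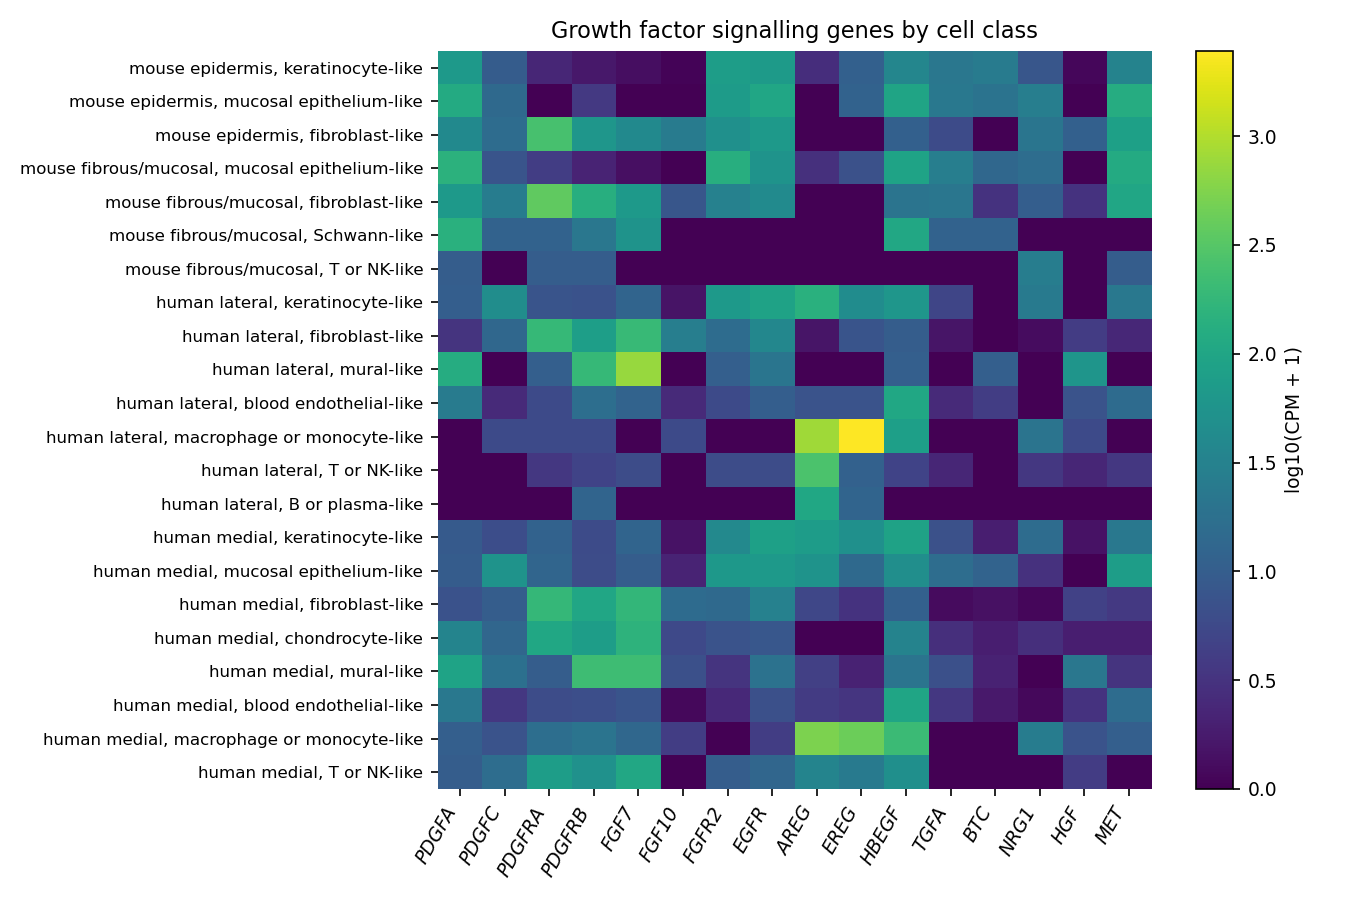
Level of 16 growth factor signalling genes (x axis, human symbols) in each class of each library with at least 20 cells (y axis), as colour on a scale of log10(CPM + 1). The brightest cell is EREG in human lateral macrophage or monocyte-like cells, at 2469 CPM.

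How far the keratinocyte against fibroblast contrast is shared by the species was asked across genes, which are not independent replicates. Over 3964 of 15641 genes matched by symbol, Pearson's r was 0.617 and Spearman's rho 0.604. Of 660 genes with a contrast beyond 1 on the log2 scale in both species, 638 (96.7%) had the same sign. With genes from 10 CPM, r was 0.573 and rho 0.510, the lowest values among the alternatives.

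Because the fractions were dissociated with different enzymes, a fixed list of 18 dissociation stress genes was measured. It was at 6639 CPM (interval 6287 to 7005) in fibroblast-like cells of the mouse epidermis library and 8341 CPM (interval 8190 to 8495) in those of the fibrous/mucosal library. In human fibroblast-like cells it was at 32934 CPM (interval 32747 to 33122) in the lateral and 23439 CPM (interval 23330 to 23549) in the medial library, a log2 ratio of 0.49 (0.48 to 0.51). In human keratinocyte-like cells the list was at 24710 and 16389 CPM, a log2 ratio of 0.59 (0.56 to 0.62). It was higher in the lateral library in 5 of the 6 classes that both human libraries hold, and lower in T or NK-like cells, with a ratio of -0.59 (-0.66 to -0.52).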

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

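All tests in this part were chosen only after the results they bear on had been seen. Of 54 values compared between the layers of each species, 9 had intervals apart in both species, 4 of them in the same direction (epidermis or lateral against the deeper layer) and 5 in opposite directions. Those 5 are given here because the species moved in opposite directions, and the differences between the species were not tested. There is 1 library per group, and layer, enzyme treatment, species and the way the layers were parted all change together.

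The fibroblast-like share was 2.97% in the mouse epidermis and 50.3% in the mouse fibrous/mucosal library, but 52.0% in the human lateral and 44.7% in the human medial library. The human direction was not stable: it turned around with doublet calls kept (28.0% lateral, 47.4% medial), at resolution 2.0 (45.1% and 47.7%) and with a class for each cell (26.1% and 31.7%). The many fibroblast-like cells in the human lateral library may come from a less complete separation of the human layers, which were parted by hand. That explanation needs more cells of each outer layer in the opposite library than in mouse. Keratinocyte-like cells were 7.13% of the human medial library, against 0 of 380 cells in the mouse fibrous/mucosal library, but mucosal epithelium-like cells were 0 of 1094 in the human lateral library, against 22 of 908 (2.42%) in the mouse epidermis library. These shares go both ways, so the explanation stays open. The shares that decide this test were changed once the values were known. Unequal yield of cells from different enzymes stays open, since the libraries of each species differed in treatment. A difference in layer structure between the species also stays open and was not tested.

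The T or NK-like share was 1.65% in the mouse epidermis and 6.05% in the mouse fibrous/mucosal library, against 17.9% in the human lateral and 1.71% in the human medial library. The macrophage or monocyte-like share was 0 and 2.63% in those mouse libraries and 3.75% and 1.82% in those human libraries. The 46 T or NK-like cells of the human medial library carried fibroblast markers at 36.5% of the fibroblast level, so that their class is less clean than the lateral one. No explanation of these shares was tested, and with a single human membrane, a difference between the species and a property of that membrane have the same pattern. The lowest UMI count of a cell was 1742 in the human lateral and 4256 in the human medial library. Lateral T or NK-like cells had a median of 3611 UMIs, so cells of that depth could not appear in the medial library. A part of the human T or NK-like contrast may therefore come from cell calling, which the labels do not state.

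The dissociation stress list in fibroblast-like cells was at 6639 CPM in the mouse epidermis and 8341 CPM in the mouse fibrous/mucosal library, and at 32934 CPM in the human lateral and 23439 CPM in the human medial library. If handling had raised the list in all lateral cells, every class held by both human libraries would be higher there. T or NK-like cells instead had a log2 ratio of lateral over medial of -0.59, while the other 5 classes were higher in the lateral library. The medial T or NK-like cells are mixed with fibroblast RNA, which is rich in stress genes, so this value leaves the question open, and handling and layer cannot be told apart.

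Type III collagen took 38.3% of the collagen UMIs of fibroblast-like cells in the mouse epidermis and 31.5% in the mouse fibrous/mucosal library (Col3a1), against 3.33% in the human lateral and 7.60% in the human medial library (COL3A1). A candidate explanation for the human direction is that fibroblast clusters with different collagen makeup are present in different numbers. The lowest share among medial fibroblast-like clusters was 2.23%, below that of all lateral fibroblast-like cells, while others reached 19.2%, 17.5% and 8.67%. The cluster at 17.5% also has plasma cell genes, and the cluster at 8.67% held 1002 of the 2556 medial COL3A1 UMIs. Lateral clusters ranged from 2.36% to 5.24%. Clusters were made on variable genes, which can include COL3A1. Whether layer or dissociation set those numbers was not tested.

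Cells with fewer than 200 detected genes had been left out of every comparison, and globin took most of their UMIs. Globin was 96.7% of the UMIs of the 12 such cells in the mouse fibrous/mucosal library and 91.7% of the UMIs of the 31 such cells in the human lateral library. In other cells of these libraries the median globin share was 0.0459% and 0.0996%. Red blood cells are a likely source, since globin took most UMIs in all 43 of these cells, with 89.5% in the lowest of them, and free RNA alone would have left them at the level of the other cells. No biological explanation was tested, since the design has no group that concerns blood.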

How the results depend on the processing

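A single alternative, that of counting unnamed clusters with fibroblast markers as fibroblast-like, was chosen after seeing the data. Of the values that answer a comparison, 128 stayed within their interval under an alternative, 32 moved beyond it and 2 changed sign. A minimum of 500 genes per cell, a mitochondrial limit of 10%, clustering both libraries of a species together, leaving mitochondrial and ribosomal genes out of CPM, and thinning to 2000 UMIs moved none of these values.

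With doublet calls kept, keratinocyte-like cells were 93.9% and fibroblast-like cells 0 of the mouse epidermis library, and fibroblast-like cells were 28.0% of the human lateral and 47.4% of the human medial library. In the lateral library 261 cells (23.5%) then lay in unnamed clusters whose best class was fibroblast, so the lower share comes from clusters that lost their name. COL1A2 was then 26.9% and COL3A1 3.73% of lateral collagen UMIs, the mouse Pdgfra log2 ratio was 6.16 and that of Pdgfa -0.041, a change of sign within its interval. Without a mitochondrial limit, 39.8% of medial cells were fibroblast-like, with 294 more in unnamed clusters of that best class. At resolution 0.5, keratinocyte-like cells were 93.9% and fibroblast-like cells 0 of the mouse epidermis library, and 39.5% of medial cells were fibroblast-like, with 285 more unnamed. At resolution 2.0, fibroblast-like cells were 45.1% of the lateral and 47.7% of the medial library. With a class for each cell from its own markers, keratinocyte-like cells were 75.4% of the mouse epidermis library, and fibroblast-like cells were 36.8% of the mouse fibrous/mucosal, 26.1% of the human lateral and 31.7% of the human medial library; the cause was not tested. With the unnamed clusters counted in, 50.7% of medial cells were fibroblast-like.

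Without thinning, cycling shares of keratinocyte-like cells were 25.5% in mouse epidermis, 4.37% in human lateral and 8.33% in human medial cells, since deeper cells show more genes. With 3 cycling genes needed, the mouse share was 3.63%, since the criterion is stricter. As the mean over scaled cells, the human log2 ratio of lateral over medial was -0.064 for the basal list, a change of sign, and -1.70 for the suprabasal list, and that of Pdgfa in mouse keratinocyte-like over fibroblast-like cells was 0.48; the cause was not tested.

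The species contrast gave Pearson's r of 0.675 and Spearman's rho of 0.621 with log2(CPM + 1), 0.573 and 0.510 with genes from 10 CPM, 0.643 and 0.614 with class markers kept, and 0.625 and 0.609 with the library that has most cells of each class; the cause was not tested. These correlations have no interval, so each change counts as a move.

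Of the ratios of single named genes, 207 stayed within their interval under an alternative, 9 moved beyond it and 0 changed sign. The fibroblast comparison in mouse could not be made with doublet calls kept, since the epidermis library then had 0 fibroblast-like cells. Subtraction of free RNA left no value for 8 named genes, since the lower count was 0 beforehand in 5 of them and did not exceed the subtracted amount in the other 3. The estimated free RNA share was 18.3% in human lateral and 17.5% in human medial keratinocyte-like cells. In human fibroblast-like cells it was 18.1% and 21.9%. The collagen, stress and growth factor values were not corrected for free RNA. Depth limits the human cycling shares (1 and 3 cells), the PDGFA ratios, and the mouse epidermis fibroblast-like cells, which number 27 with 875 collagen UMIs.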

Other observations

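The tests of the 4 medial fibroblast genes, which include that of an even change, of THY1 in mural-like cells and of free RNA in mouse fibroblast-like cells were chosen only after the results had been seen, and the readings of the even change, free RNA and sebaceous gland tests were changed after their values had been seen.

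Genes that differ between the human layers in keratinocyte-like or fibroblast-like cells could reflect a difference that all cells of a library share, such as handling or counting. Such a difference would also appear in blood endothelial-like cells. Across genes, which are not independent, the lateral over medial ratios of keratinocyte-like cells correlated with those of blood endothelial-like cells at Pearson's r of 0.304 over 5262 genes. For fibroblast-like cells the value was 0.306 over 7111 genes. Both lie between the bounds written beforehand for a shared and for an unshared difference. A part of the differences may therefore be common to the libraries, and layer and handling cannot be told apart here.

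THY1, MEDAG, STC2 and CTHRC1 had 5 UMIs in all in human lateral fibroblast-like cells. If reads of THY1 had not been counted in the lateral library, other classes there would lack it, but THY1 was at 117 CPM (60.5 to 205) in lateral mural-like cells, from 12 UMIs, against 91.3 CPM in medial ones. That argues against a loss of THY1 reads in the lateral library as a whole. A further candidate explanation is a fibroblast population that only the medial library holds. The 3 medial fibroblast-like clusters with most UMIs of these genes held 68.7% of them, with 47.4% of the UMIs of the class, and the level of the genes ranged from 6.61 to 346 CPM among the 8 clusters. The share is below what was asked of that explanation and above an even spread, so a single such population stays open. The genes peaked in different clusters: MEDAG had 175 of 244 and CTHRC1 58 of 105 UMIs in a cluster with 12.9% of the UMIs of the class, STC2 had 119 of 193 in a cluster with 17.4%, and THY1 was highest, at 321 CPM, in a cluster of 38 cells with plasma cell genes. For each gene the lower bound of the highest cluster was at least 14.1 times the upper bound of the lowest. A change of the same size in all medial fibroblast-like cells would keep any unevenness that was there before, which so few lateral UMIs cannot show, so such a change and a separate population cannot be told apart. Several populations also stay open and were not tested.

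The 27 fibroblast-like cells of the mouse epidermis library had 1.81% keratinocyte-marker UMIs, with an interval between cells of 0.938 to 2.71. Keratinocyte-like cells of that library had only 6.51%, so the share of all keratinocyte RNA is larger than 1.81% in the 27 cells. Free RNA as the only source would give them the share of other classes of that library. This was 0.812% (0.602 to 1.17) in T or NK-like, 0.871% (0.807 to 0.956) in mucosal epithelium-like and 1.44% (0.766 to 2.55) in dendritic or Langerhans-like cells, and these intervals overlap with that of the fibroblast-like cells. The median fibroblast-like cell, at 0.813%, is close to that of the T or NK-like cells, which is consistent with free RNA in most of the 27. The 5 cells with most marker UMIs held 69.9% of them, and the mean cell was at 1.39%. The 5 such cells held 64.6% in the 18 dendritic or Langerhans-like cells. They held 56.7% in the 15 T or NK-like cells and 46.8% in the 22 mucosal epithelium-like cells. Missed doublets could add to such cells, but deeper cells hold more UMIs of any kind, and doublets and an uneven amount of free RNA cannot be told apart.

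In the mouse fibrous/mucosal library, a fibroblast-like cluster was led by Coch, Bglap and Gm525 and had 6 of 7 osteoblast markers raised, and in the human medial library a pair of clusters was led by OTOS and COCH. If these were a shared state, the contrast of the mouse cluster with other mouse fibroblast-like cells would follow that of the human clusters. The highest correlation across genes was 0.142, with the chondrocyte-like human cluster, and 0.0722 with the fibroblast-like one. These are low, lie between the bounds written beforehand, and leave the matter open.

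Mouse epidermis cluster 0 was led within keratinocyte-like cells by Scd1, Fa2h and Cidea, which may point to sebaceous gland cells from adjacent canal skin. A list of 10 other sebaceous genes was at 989 CPM there and at 1046 CPM in the other keratinocyte-like cells, a fold of 0.946, which by the bound written beforehand counts against that source. However, Apoc1 alone made up 63.9% of the list's UMIs, and 4 of the 9 detected genes were at least 4-fold higher in the cluster (Awat2 24.0-fold, Soat1 23.0-fold, Plin2 4.09-fold and Pparg 43.1-fold), while Dgat2 was at 0.155 of the level elsewhere. The list goes both ways, and the question was left open for this reason.

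Clusters 8 and 10 of that library were led by Krt75, among other genes, which could come from growing hair follicles of canal skin. A list of 13 hair shaft and inner root sheath genes reached at most 16.8 CPM (7.69 to 31.9) in these clusters, against 15 CPM in the other keratinocyte-like cells. That argues against hair shaft and inner root sheath cells as the source. Other cells of hair follicles are not covered by this list, so a follicle source as such stays open. No biological explanation was tested.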
